A study of Mus musculus with 6 samples. Its data were reported in "Aberrant activation of the human sex-determining gene in early embryonic development results in postnatal growth retardation and lethality in mice" (2017).

How the data were processed

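Total RNA from the liver of male mouse pups of the FVB/N strain (FVB in the labels) at postnatal day 6 was hybridised by the authors to Illumina MouseRef-8 BeadChips, single-colour arrays on which each probe is carried by many beads. Per the labels, 3 arrays came from hSRY-ON pups, in which a human *SRY* transgene had been activated by Cre recombination, and 3 from hSRY-OFF pups, in which it had not. Groups and replicate numbers were taken from the sample labels. The deposited table held 25697 probes with 2 values per array. The first was the mean bead intensity on a linear scale, which the authors had neither background-subtracted nor normalized (the lowest deposited intensity was 108). The second was the deposited detection p-value, the rank of a probe's intensity among the negative control beads of the same array. Scanner software version, outlier filters and genome build were not stated, and control probes, slide positions and scan dates were not used here. No column was left without a sample (0 unmatched). Arrays of the brain, heart and lung were not analysed here.

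The study names TCC, an R package for count data, for normalization and differential expression, and its main text gives no model or threshold. A count model was not applied to intensities. Instead, the background of each array was inferred from the intensities and detection p-values and removed with the normexp method of limma 3.58.1 (function nec, offset 16) in R 4.3.3, followed by quantile normalization and log2 transformation. Probes with a detection p under 0.01 on at least 3 of the 6 arrays, counted without regard to group, were tested (10734 probes, 8225 symbols as written in the table). Group differences, hSRY-ON minus hSRY-OFF, were fitted with limma's lmFit and eBayes without covariates, and p-values, all two-sided, were adjusted by the Benjamini-Hochberg method over the tested probes with a threshold of 0.05. Differences are on the log2 scale after an offset of 16, which shrinks the differences of dim probes. The difference in the number of detected probes was tested with an exact permutation test over group labels, whose smallest p for 3 against 3 arrays is 0.1. With 3 arrays per group the number of arrays limits the precision.

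Where no array of a group detected a probe, only a bound can be given. The mean of the brighter group was then divided by the mean, over the arrays of the dimmer group, of the higher of the lowest normalized signal among detected probes and the probe's own signal, and the result is written as "at least N-fold". Where some but not all arrays of the dimmer group detected a named probe, the difference is also given with the undetected arrays at their detection floor, in the same way. An adjusted p printed beside a bound is that of the fitted difference, which uses the undetected values as measured. The bounds and the differences at the floor were not tested. Of the 18138 symbols in the table, 14307 were current in the RefSeq gene table of assembly GRCm38.p6, 2927 matched 1 gene through an older name and 904 were not matched and kept the name of the table. Different probes of a gene were tested separately.

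The groups, the tests of the comparisons, the gene sets, the alternatives and the rule for the genes named were fixed before the data were examined. Named were the 5 probes with the largest fitted rise and the 5 with the largest fitted fall among probes past the threshold whose 3 hSRY-ON values all lay on the same side of the 3 hSRY-OFF values, 1 probe per symbol. Named whatever their values were *Xist*, *Ddx3y*, *Eif2s3y*, *Kdm5d*, *Uty*, mouse *Sry*, *Sox9*, *Afp*, *Igf1*, *Igfbp1*, *Cyp7a1*, *Pck1*, *Plin2* and *Hbb-b1*, and within each gene set past the threshold the member with the smallest p. A few other genes are named only with the statement that they were chosen after their values were seen.

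A collection of 24 gene sets, written from general knowledge of the liver and holding 709 genes, 12 of them in more than 1 set, was tested with limma's camera (preset correlation between genes 0.01) with Benjamini-Hochberg adjustment over the sets. Of these genes 500 were tested. The fry test and camera with an estimated correlation were run beside it. Set members were matched through older gene names, a step added after a run on the names of the table alone had been seen, so that run is given as an alternative. The median difference of each set was also placed among the medians of 10000 random probe lists of the same size matched on mean intensity in 50 bins. The themes of the sets followed in part what the study had named, though the members did not come from its gene lists. Its pathway analysis of the liver arrays had listed bile acid receptor activation, coagulation and melatonin degradation. Calls in sets on these themes are therefore not independent of the study.

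The procedure was tested on simulated data: 5 sets of 6 arrays were drawn from the means, spread and background of the real probes, with 200 probes changed per set. Of 968 changed probes that were tested, 68.6% were called, none of them with the wrong sign (0 calls), and 5.41% of all calls were unchanged probes, with 11277 to 12026 probes tested per simulation. The median share of the true log2 change that was recovered was 93.8%. The simulated changes were at least 2-fold, and the noise was independent between probes and of equal spread in both groups. In the real data 33.1% of tested probes were called and the ratio of spreads was 1.49. The simulated rates therefore need not hold for the real data.

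Alternatives covered no background correction, normexp with offset 50 and no control information, an offset of 50, median scaling, a scaling by the trimmed mean of M values without background correction (30% of M and 5% of A trimmed, the kind of scaling TCC makes), cyclic loess, other filters, an intensity trend, array weights, the replicate number as a block, thresholds of 0.1 and 0.01, a test against a 1.2-fold change, genes in place of probes, and leaving out each array in turn. No slide block was fitted, since no slide is named in the table. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.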

Results

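To examine how ectopic activation of human *SRY* alters the liver, gene expression was measured with bead arrays in the livers of 3 hSRY-ON and 3 hSRY-OFF male pups at postnatal day 6. *SRY* is the Y-linked gene that starts testis development. In hSRY-ON pups the human gene had been switched on throughout the body by Cre recombination in the early embryo, and hSRY-OFF pups served as controls. Median intensities before normalization lay between 147 and 165 on the 6 arrays, and the highest intensities between 44365 and 47161. The arrays detected 10318, 10445 and 10560 probes in the hSRY-OFF group and 10762, 10437 and 10371 probes in the hSRY-ON group, which is 40.2% to 41.9% of all probes. The group means were 10441 ± 121 and 10523 ± 209 probes (SD, n = 3 each). The difference of 82.3 probes was within the spread between arrays (exact permutation test, two-sided, p = 0.7, where the smallest p the design allows is 0.1), and its direction changed to -100.0 when a detection p of 0.05 was used and to -37.0 without hSRY-ON replicate 1.

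The sex labels and the transgene were looked at next. *Xist*, which is transcribed from the inactive X chromosome of females, was detected on 0 of the 6 arrays with either of its 2 probes. Of the Y-linked genes, *Ddx3y* was detected on all 6 arrays with 1 of its 3 probes (ILMN_2899599), at a log2 intensity of 10.54 ± 0.09 in hSRY-OFF and 10.67 ± 0.16 in hSRY-ON livers (SD, n = 3 each). Its difference of 0.12 was not past the threshold (adjusted p 0.498). *Uty* was detected on 1 array of each group, and *Eif2s3y* and *Kdm5d* on 0 arrays. Mouse *Sry* and *Sox9*, a gene that acts after *Sry* in the testis, were detected on 0 arrays of either group. No probe was assigned to the human transgene, so its expression was not analysed here.

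The groups separated along the first principal component of the tested probes, which held 74.3% of the variance. Its scores were -38.9, -40.9 and -36.2 for the hSRY-OFF arrays and 43.2, 44.6 and 28.2 for the hSRY-ON arrays. With each probe scaled to unit variance the share of this component was 51.0%. Pearson correlations across probes, which are not independent replicates, were 0.987 to 0.992 among hSRY-OFF arrays, 0.965 to 0.982 among hSRY-ON arrays and 0.912 to 0.939 between groups. The median SD of a probe was 0.14 among hSRY-OFF and 0.21 among hSRY-ON arrays on the log2 scale, a ratio of 1.49. Without hSRY-ON replicate 3 the ratio was 0.993, against 1.44 without hSRY-ON replicate 1 and 1.26 without hSRY-ON replicate 2. Much of the larger spread therefore went with replicate 3. The median SD over 2 arrays is lower by construction, so 0.993 does not show that the remaining spread was equal. The fits pool the spread of both groups.

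**Figure D1:**
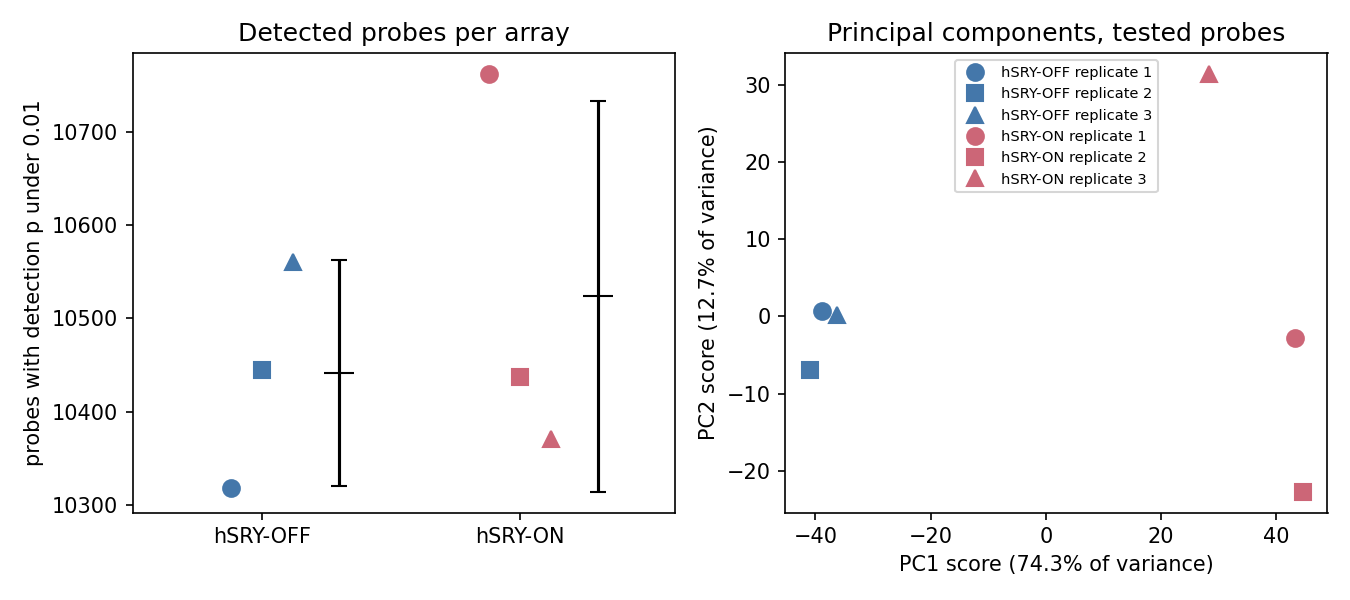
Left, number of probes with a detection p under 0.01 on each array (symbols) with the group mean and SD (bars, n = 3 each), on an axis that does not start at 0. Right, scores of the 6 arrays on the first and second principal components of the tested probes, where the hSRY-ON arrays lie at 28.2 to 44.6 on PC1 and the hSRY-OFF arrays at -40.9 to -36.2.

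The next question was which transcripts differed between hSRY-ON and control livers. Of 10734 tested probes, 3554 (33.1%) were past the threshold, 1700 higher and 1854 lower in hSRY-ON livers. They belonged to 2942 genes. The lowest counts among the alternatives were 693 higher and 972 lower probes, at an adjusted p under 0.01. The counts also depended on single control arrays: 893 higher and 1141 lower probes were called without hSRY-OFF replicate 1, and 975 and 1191 without hSRY-OFF replicate 2. At 49.96% of the tested probes the values of the groups did not overlap (2724 higher and 2639 lower in hSRY-ON), against 10% by chance. At least 2-fold differences past the threshold were seen at 562 higher and 746 lower probes. The size of a difference depended on the background correction, and with the trimmed mean of M values and no background correction these counts were 250 and 395. Among the probes called higher, 133 were detected on no hSRY-OFF array, and among those called lower, 167 were detected on no hSRY-ON array. Of 490 genes with at least 2 called probes, 3 had probes that went in opposite directions, namely *Ahnak*, *Mllt3* and *Yipf6*, which are named after their values were seen.

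Among the 5 rises, *4930583H14Rik* (now *Mgarp*, ILMN_1250001) was at least 48.4-fold higher in hSRY-ON livers (adjusted p 2.48e-05) and detected on 0 hSRY-OFF arrays. *Cyp17a1* (ILMN_2874352), encoding a steroid hydroxylase, rose from a log2 intensity of 5.28 ± 0.50 to 11.35 ± 1.07 (SD, n = 3 each, difference 6.07 ± 0.51, SE, adjusted p 0.000338). It was detected on only 1 hSRY-OFF array, and the difference was 5.56 with the other hSRY-OFF arrays at their detection floor. *Eif4ebp3* (ILMN_2895312) was at least 28.0-fold higher (adjusted p 0.000758) and *Gm853* (now *Ldc1*, ILMN_2956688) at least 12.5-fold higher (adjusted p 5.95e-05), neither of them detected in hSRY-OFF livers. *Apoa4* (ILMN_2834123), an apolipoprotein gene, was detected on every array and rose from 8.98 ± 0.12 to 13.45 ± 0.39 (difference 4.47 ± 0.20, SE, adjusted p 3.99e-05).

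Among the falls, *Car3* (ILMN_2630047), a carbonic anhydrase gene, was at least 67.2-fold lower in hSRY-ON livers (adjusted p 2.25e-05) and *Serpina6* (ILMN_2921383), encoding the plasma carrier of corticosteroids, at least 31.5-fold lower (adjusted p 7.29e-06). Both were detected on 0 hSRY-ON arrays. *Cyp1a2* (ILMN_2795106) went from 11.28 ± 0.30 to 5.23 ± 0.70 (difference -6.05 ± 0.34, SE, adjusted p 9.68e-05). It was detected on only 1 hSRY-ON array, and the difference was -5.48 with the other hSRY-ON arrays at their detection floor. *Dnaic1* (ILMN_2694884), detected on 2 hSRY-ON arrays, differed by -5.37 ± 0.51 (SE, adjusted p 0.000492, and -5.33 with the undetected array at its floor), and *Inmt* (ILMN_2803249), detected on all arrays, by -4.92 ± 0.25 (SE, adjusted p 6.56e-05). At all 10 genes the 3 hSRY-ON values lay on the same side of the 3 hSRY-OFF values, as the rule for naming them required. These genes kept their direction and their side of the threshold under the other background corrections, scalings, offsets, filters and variance models in which their probe was tested, and with each array left out. The other thresholds, the test against a 1.2-fold change and genes in place of probes were not run for single named probes.

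**Figure D2:**
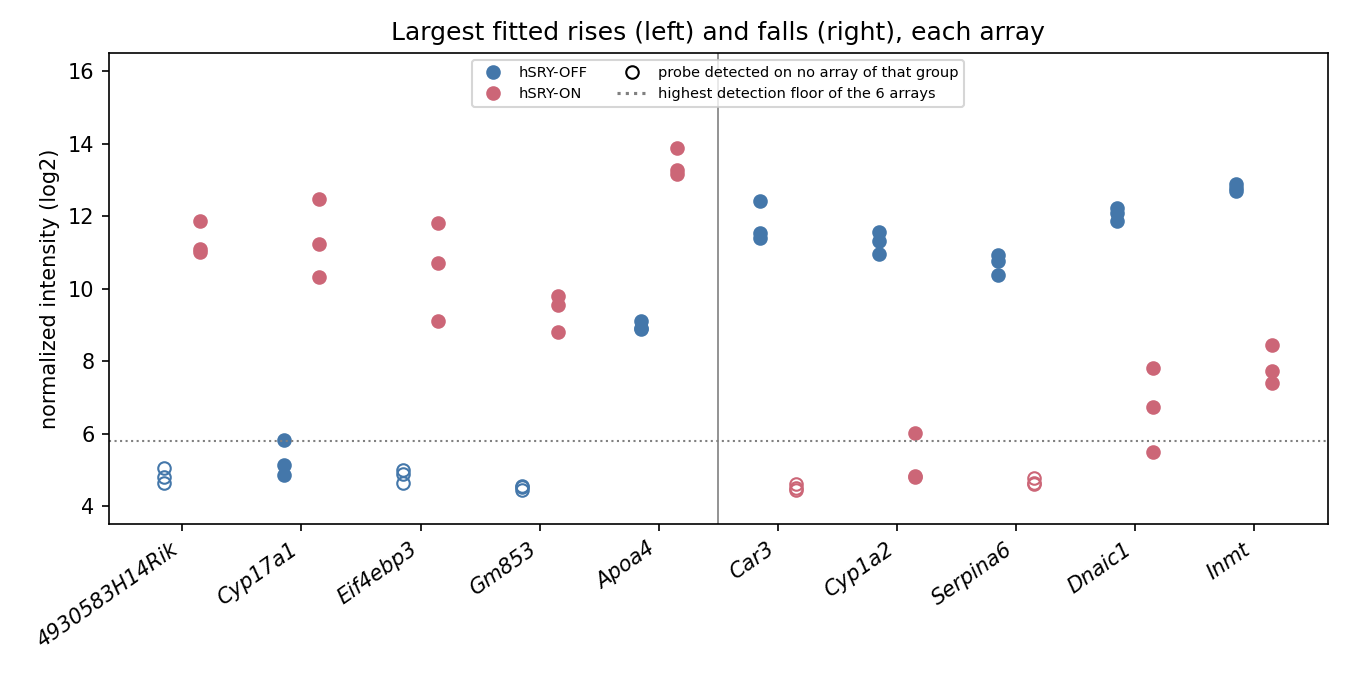
Normalized log2 intensity on each of the 6 arrays for the 5 largest fitted rises and the 5 largest fitted falls. Open circles mark probes that no array of that group detected, as for *Car3* and *Serpina6* in hSRY-ON livers, and the dotted line is the highest detection floor of the 6 arrays.

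Genes of liver maturation, growth and metabolism were named in advance. At each of them that was past the threshold, the 3 hSRY-ON values lay on the same side of the 3 hSRY-OFF values. *Igf1*, encoding the growth factor that mediates growth hormone action, was lower with both probes, by -1.95 ± 0.26 (ILMN_1225565, adjusted p 0.00185) and -2.51 ± 0.33 (ILMN_2647594, SE, adjusted p 0.0019). *Plin2* (listed as *Adfp*, ILMN_1222246), which coats lipid droplets, was higher by 1.48 ± 0.27 (SE, adjusted p 0.00667). *Igfbp1* (ILMN_1230739) was higher by 2.59 ± 0.61 (SE, adjusted p 0.0162), and was not past the threshold without hSRY-OFF replicate 1 (adjusted p 0.0617) or hSRY-ON replicate 1 (0.055), within a range of 0.00162 to 0.0617 over the alternatives run for it. With the hSRY-OFF array that did not detect it at its floor, its difference was 2.45. *Afp* (ILMN_1245472), the fetal serum protein gene, was lower by -1.96 ± 0.50 (SE, adjusted p 0.0223). This call was lost without any of the hSRY-OFF arrays or of hSRY-ON replicates 1 and 2 (adjusted p 0.0511 to 0.0747), kept without hSRY-ON replicate 3 (0.000501, the lowest of the alternatives run for it), and lost with no filter (0.0536). *Cyp7a1* (ILMN_2604383), the first enzyme of bile acid synthesis, varied widely among hSRY-ON livers (SD 1.95) and was lower by -3.03 ± 0.85 (SE, adjusted p 0.0312). Its call was lost without any of the hSRY-OFF arrays or hSRY-ON replicate 1 (adjusted p 0.0699 to 0.101) and with no filter (0.075), within a range of 0.00308 to 0.101 over the alternatives run for it. With the undetected hSRY-ON array at its floor the difference was -3.00. *Hbb-b1* (ILMN_1235372) differed by 0.47 ± 0.31 (SE), which was not past the threshold (adjusted p 0.27). *Pck1* was detected on 0 hSRY-OFF and 2 hSRY-ON arrays and was therefore not tested.

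To look for pathways that changed together, 24 gene sets were tested. With camera, 17 of them were past the threshold, 9 higher and 8 lower in hSRY-ON livers. Of these, 14 were also past the threshold in the same direction with fry, and the exceptions were erythroid cells, cell cycle and macrophages. With the correlation between genes estimated from the 6 arrays, camera called 0 sets (lowest adjusted p 0.322, 1 set had an unadjusted p under 0.05). Camera with the preset correlation also called 7 to 12 sets in each of the 9 other splits of the 6 arrays into 3 and 3, in which 0 probes were past the threshold with limma (54 to 452 probes at an unadjusted p under 0.05). Those splits still hold part of the difference between the groups, since each sets 2 arrays of a group and 1 of the other against the rest. The set calls are therefore to be read with the counts of probes. Over all tested probes, 163 set probes were higher and 140 lower, and adjusted over the list alone 184 were higher and 155 lower. The fitted medians of all 17 sets lay outside the middle 95% of the random lists matched on intensity. These lists hold unrelated probes, so they do not allow for correlation between genes or for several probes of a gene. They address probe intensity only and add no independent support to the set calls. With probes that a group did not detect set to their bound, the largest shift of a set median was 0.12, in the macrophage set, and 0 medians changed sign. The medians of 16 of the 17 sets then lay outside the random lists, and that of the macrophage set (-0.20) lay within them. Ranges of set p-values given over alternatives cover fry, the estimated correlation, no background correction, median scaling, the trimmed mean of M values, 1 probe per gene, the names in the table alone, the replicate block and each array left out.

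Among the sets that were higher, hypoxia response had a median log2 difference of 1.08 (camera adjusted p 3.50e-09), with 22 of 28 probes called higher and 0 lower. *Aldoa* (ILMN_2599130) led it with a difference of 2.13. Cytosolic ribosomal proteins had a median of 0.42 (adjusted p 7.92e-09), with 28 of 56 probes called higher and 0 lower, led by *Rps3* (1.01). The glucocorticoid response set had a median of 1.13 (adjusted p 2.28e-05) and the p53 response set of 0.53 (adjusted p 0.00509). *Cdkn1a*, a member of both, led each with a difference of 1.71. The set of amino acid starvation and ER stress had a median of 0.84 (adjusted p 0.000302), with *Trib3* higher by 3.86. Erythroid cells had a median of 0.68 (camera adjusted p 2.28e-05, fry adjusted p 0.128), with *Bzrpl1* (now *Tspo2*) higher by 1.53, or by 1.29 with the 2 hSRY-OFF arrays that did not detect it at their floor. The mitochondrial respiratory chain had a median of 0.26 (adjusted p 0.000894), with 8 of 53 probes called higher and 0 when adjusted over the list alone, led by *Cox6c* (0.68).

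Lipid droplet and lipid uptake had a median difference of 1.56, with 11 of 17 probes called higher and 2 lower, and was led by *2310016C08Rik* (now *Hilpda*, 3.28). Its camera adjusted p of 0.0011 depended on how members were counted. The adjusted p was 0.0743 with 1 probe per gene, and 0.109 when genes were matched by the names in the table alone, the setting seen first. Over the alternatives run for sets it ranged from 0.000215 to 0.374. Stellate cells and extracellular matrix had a median of 0.35 (adjusted p 0.00892, and 0.141 with 1 probe per gene, within a range of 0.00399 to 0.374 over these alternatives). *Acta2* led this set with a difference of 3.12, and 13 of its probes were called higher and 6 lower.

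Of the sets that were lower, cholesterol synthesis had a median difference of -1.07 (adjusted p 7.92e-09), with 20 of 27 probes called lower and 0 higher, led by *Cyp51* (-1.80). Coagulation factors of the liver had a median of -0.81 (adjusted p 3.76e-08), with 22 of 39 probes called lower and 0 higher, led by *Serpinf2* (-1.32). Drug and steroid metabolism had a median of -0.64 (adjusted p 0.000461) with 19 probes lower and 4 higher, and its leading member was a second probe of *Cyp1a2* (-5.91, or -5.56 with the 2 undetected hSRY-ON arrays at their floor). Fatty acid and triglyceride synthesis had a median of -0.60 (adjusted p 0.000485), led by *Mlxipl* (-1.70). In bile acid synthesis and transport the median was -1.06 (adjusted p 0.00686), with 9 probes lower and 4 higher, and *Cyp7b1* differed by -1.44. The growth hormone and IGF axis had a median of -0.60 (adjusted p 0.00428), with 10 probes lower and 3 higher, and *Keg1* differed by -4.51. Cell cycle genes had a median of -0.39 (camera adjusted p 0.0014, fry adjusted p 0.286), with 7 of 48 probes called lower over all tested probes and 2 adjusted over the list alone, led by *Tyms* (-1.08). The macrophage set had a median of -0.32 (camera adjusted p 0.0277, fry adjusted p 0.194). It was not past the threshold without hSRY-OFF replicate 2 (0.0577), hSRY-ON replicate 1 (0.104) or hSRY-ON replicate 2 (0.0923), nor with 1 probe per gene (0.0583), and the values ranged from 0.000591 to 0.678 over the alternatives run for sets. With probes at their bound its median lay within the matched random lists. Its member with the smallest p, *Hmox1*, was higher by 1.03, against the direction of the set.

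The other 7 sets were not past the threshold with camera. Fetal liver genes had a median of 0.37 (adjusted p 0.0563), with 5 probes called higher and 3 lower. This set was past the threshold with fry (0.00343) and with camera without hSRY-ON replicate 2 (0.0358) or hSRY-ON replicate 3 (0.0397), and its highest value over the alternatives run for sets was 0.322. Gluconeogenesis and fasting response had a median of 0.56 (adjusted p 0.27), with 6 probes higher and 3 lower. Fatty acid oxidation and ketogenesis had a median of -0.16, a mean of 0.06 and a test in the lower direction (adjusted p 0.406), with 8 probes called higher and 10 lower. The medians of these 3 sets lay outside the middle 95% of the matched random lists. The circadian clock set had a median of 0.12 (adjusted p 0.386), with 4 probes called higher and 1 lower. Both probes of *Per1*, named after its values were seen, were among the higher ones (2.17 with adjusted p 0.000888 and 2.10 with adjusted p 0.00103). The acute phase response had a median of 0.07 (adjusted p 0.707), with 6 probes called higher and 5 lower. Neutrophils and precursors had a median of -0.07 but a mean of 0.09 and a test in the higher direction (adjusted p 0.796). Without hSRY-ON replicate 3 this set was past the threshold in the lower direction (0.00322), while its highest adjusted p over these alternatives was 0.99. Biliary cells had a median of 0.01 and a mean of 0.29 with a test in the lower direction (adjusted p 0.894).

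**Figure D3:**
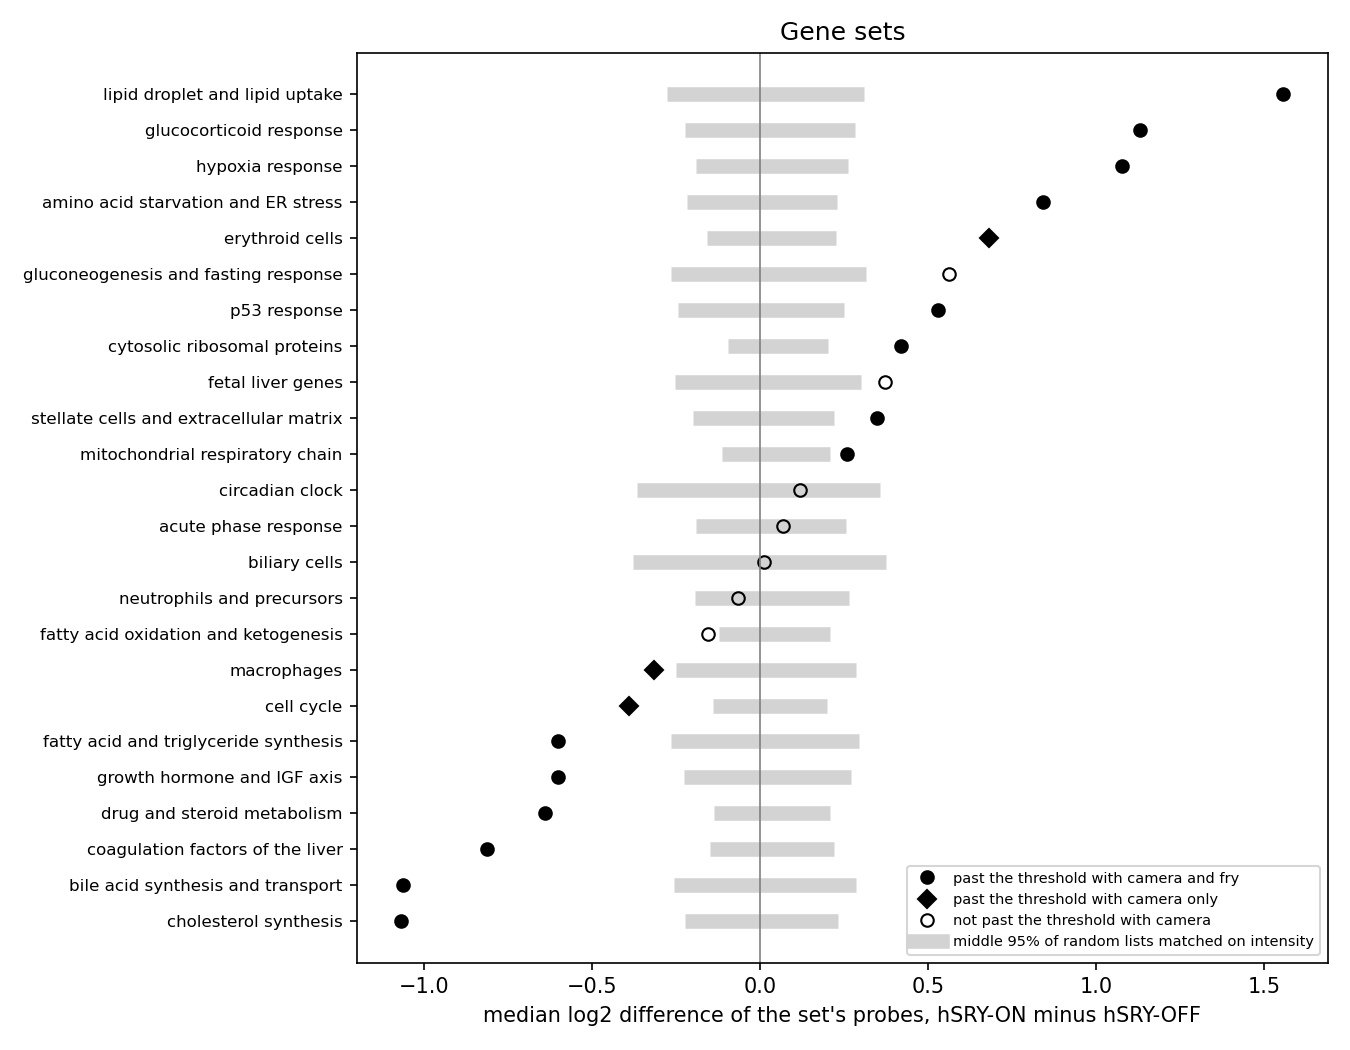
Median log2 difference (hSRY-ON minus hSRY-OFF) of the probes of each of the 24 gene sets, with the middle 95% of 10000 random lists matched on intensity in grey. Filled symbols mark the 17 sets past the threshold with camera, diamonds the 3 of these that fry did not call, and the largest median is 1.56 for lipid droplet and lipid uptake and the lowest -1.07 for cholesterol synthesis.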

Values the study reported

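The study analysed 3 mice per group. It passed the top 700 up- or down-regulated genes of each organ to a pathway analysis. For the liver it listed morphology of liver with a p-value of 4.88E-17 and 53 molecules, hepatic steatosis with 1.40E-15 and 47 molecules, and hepatocellular carcinoma with 8.65E-09 and 69 molecules.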

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

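The matching of set members through older names, on which the set results rest, was chosen after a run with the names in the table alone had been seen. That first run, given as the alternative, called 16 sets in place of 17, without lipid droplet and lipid uptake (adjusted p 0.109). The numbers of probes higher and lower in hSRY-ON livers (1700 and 1854) ranged from 1204 to 2385 and from 1574 to 2414 under the other background corrections, scalings, offsets, filters and variance models. Between 80.0% and 98.6% of the called probes were called again in the same direction under these, and 0 were called in the opposite direction. The lowest share of higher calls was 40.5%, with median scaling, against 47.8%. No scaling moved the median difference over all tested probes by more than 0.1. The counts fell to 693 and 972 with an adjusted p under 0.01 and to 790 and 1047 in the test against a 1.2-fold change, both of which are stricter by construction, and were 1372 and 1433 with 1 probe per gene, where fewer probes are tested. They rose to 2360 and 2320 with an adjusted p under 0.1. The number of probes whose groups do not overlap was 2724 in the higher and 2639 in the lower direction, in a count that uses no estimate of variance. Leaving out 1 array gave 893 to 1944 higher and 1141 to 2116 lower probes, the lowest without hSRY-OFF replicate 1 and the highest without hSRY-ON replicate 3, and 56.8% to 91.4% of the called probes were called again. Fewer arrays lower the number of calls by construction, and the rise without hSRY-ON replicate 3 goes with the lowest ratio of spreads among the omissions (0.993).

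Counts of at least 2-fold differences (562 higher and 746 lower) depended on background removal. They were 268 and 364 with no background correction, 250 and 395 with the trimmed mean of M values and no background correction, and 362 and 485 with normexp, an offset of 50 and no control information. Background left in the signal shrinks ratios by construction. This is also where signal over background limits the data: 40.2% to 41.9% of the probes rose above the negative controls on an array, and differences of dim probes are understated.

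The difference in detected probes of 82.3 became -100.0 at a detection p of 0.05 and ranged from -37.0 to 158.5 with 1 array left out. The ratio of spreads ranged from 0.993 to 2.004 with 1 array left out, where the smaller group has a lower median SD by construction. It was above 1 under the 3 other alternatives run for it. These were no background correction (1.45), median scaling (1.21) and probes above the median intensity (1.67). The share of the first principal component was 66.5% with no filter and 51.0% at unit variance, where 1 probe without variation was left out, and 72.3% to 82.7% with 1 array left out. Apart from this effect of group size on the ratio, the cause was not tested for these.

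The number of gene sets past the threshold (17) was 0 with the estimated correlation and 14 to 19 under the other alternatives run for sets, which were fry, no background correction, median scaling, the trimmed mean of M values, 1 probe per gene, the names in the table alone, the replicate block and each array left out. The other filters, offsets, cyclic loess, normexp without control information and variance models were not run for the sets. The estimate rests on 6 arrays, and no cause beyond that was tested. Neutrophils and precursors reversed to lower without hSRY-ON replicate 3 (adjusted p 0.00322), and with any 1 array left out its adjusted p ranged from 0.00322 to 0.974. The cause was not tested. Among 336 comparisons of a set with an alternative, 305 kept their direction and side of the threshold, 27 lost the threshold, 17 of them with the estimated correlation, 3 passed it and 1 reversed. Among 617 comparisons of the 34 named probes, 604 kept their direction and side of the threshold, 13 lost the threshold and 0 reversed. The losses were all of *Afp*, *Cyp7a1* and *Igfbp1*.

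The replicate numbers do not pair the arrays: the correlations of the deviations of same-numbered arrays from their group means were 0.0248, 0.0955 and 0.0523. With the replicate number as a block, 1565 probes were higher and 1645 lower, and 17 sets were past the threshold.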

Other observations

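Apart from the splits of the arrays, the clock genes and the genes beside the insertion site, the tests in this part were chosen after the pattern they bear on had been seen, namely those on blood, fatty acid oxidation, fetal genes, the spread of the hSRY-ON arrays and mixing of control RNA, and those on ribosomal, muscle and gonadal genes, for which the values measured by the test itself had not been seen. Of the 10 splits of the 6 arrays into 3 and 3, only 1, the real split, gave as many probes past the threshold, as many probes changed at least 2-fold, and as many gene sets. The other 9 gave 0 probes with limma (54 to 452 at an unadjusted p under 0.05) but 7 to 12 gene sets with camera. With 10 splits the share cannot go below 0.1, so chance cannot be excluded on this basis.

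hSRY-ON replicate 3 lay nearer to the controls than the other hSRY-ON arrays. Control RNA mixed into this sample is a possible explanation. It would move probes towards the control level by the same fraction on the linear scale, whether they had risen or fallen. Among probes with a log2 difference of at least 2 between the other hSRY-ON arrays and the controls, the median fraction was 0.527 for 137 risen probes (quartiles 0.219 and 0.756) and 0.0828 for 177 fallen probes (quartiles 0.025 and 0.198), and 37 of the fallen probes were not detected in this sample. The fractions differ, which argues against mixing as the whole cause. For hSRY-ON replicates 1 and 2 the medians lay between -0.157 and 0.0139. A milder response in this animal stays open and was not tested. Lower intensity or detection is also argued against as the source of the larger spread, since the ratio of spreads was 1.67 among probes with a mean intensity above the median. The number of detected probes does not decide it, because its difference between groups changed sign with the detection threshold (82.3 at 0.01 and -100.0 at 0.05).

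Ribosomal protein genes were higher as a group, in 53 of 56 probes. A bias that follows probe intensity is argued against, because the median of 0.42 lay above the middle 95% of matched random lists (upper bound 0.20). The scaling between arrays is argued against as well, since the lowest median under 6 other corrections and scalings was 0.33. All 3 hSRY-ON arrays had a higher set median than every hSRY-OFF array. What remains is a hypothesis of a real relative rise, found and examined on the same data, with feeding and litter as untested alternatives to the transgene.

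*Mgarp* and *Cyp17a1* were among the largest rises, and both are used in steroid-making tissue, which makes a gonadal or other steroid-making programme a possible explanation in livers that express *SRY*. In a list of 18 such genes 16 were on the array and all 16 were undetected on every hSRY-ON array, *Star*, *Cyp11a1*, *Hsd3b1*, *Nr5a1* and *Amh* among them. *Gata4*, the only member detected in control livers, was detected on 3 hSRY-OFF and 0 hSRY-ON arrays and was at least 1.37-fold lower (fitted difference -0.88 with adjusted p 0.0183). This argues against gonadal cells or a broad gonadal programme, while a response of single genes stays open.

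Several genes best known from muscle were among the large rises. *Cpt1b* was at least 6.53-fold and 10.01-fold higher with its 2 probes, neither of them detected on an hSRY-OFF array. *Cox7a1*, detected on every array, was higher by 3.68 and *Fbp2*, detected on 1 hSRY-OFF array, by 3.52 on the log2 scale, or by 3.17 with the 2 undetected hSRY-OFF arrays at their floor. These genes are named after their values were seen. Muscle tissue in the samples could bring such transcripts. Of 14 abundant muscle genes on the array, 12 were not detected on any hSRY-ON array, *Acta1* and *Ckm* among them, and 0 were past the threshold. *Mylpf* was detected on all 6 arrays (0.46, adjusted p 0.161), and *Tnni2* on 2 hSRY-OFF arrays and 1 hSRY-ON array (adjusted p 0.236), so both are also seen in control liver. Contamination with muscle is argued against, and expression of these genes in the hSRY-ON liver itself is a hypothesis that was not tested further.

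The erythroid set was higher, and more blood or blood-forming cells in hSRY-ON livers may be the cause. *Alas2* was higher by 0.93 (adjusted p 0.0117), while *Hbb-b2* (0.60, adjusted p 0.129), *Hbb-b1* (0.47, adjusted p 0.27) and *Slc4a1* (0.71, adjusted p 0.0964) were not past the threshold. *Hba-a1* was the brightest probe on every array, where quantile normalization fixes the difference at 0, so it decides nothing. Blood content and expression per cell cannot be told apart, since the haemoglobin probes that could settle it are either fixed by the normalization or vary too much among 3 arrays.

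The study described hSRY-ON pups with little milk in the stomach, so fasting may explain part of the profile. The values of the sets examined here go both ways and leave this open. In the fatty acid oxidation set 10 probes were called lower and 8 higher, and *Acot1* (3.51 and 3.16) and *Bdh1* (-1.95 and -1.84), named after their values were seen, went in opposite directions. The gluconeogenesis and fasting set had a median of 0.56 and a mean of 0.74, outside the matched random lists, with 6 probes higher and 3 lower, and *Angptl4*, also named after its values were seen, was higher by 1.76 (adjusted p 0.000335). That set was not past the threshold with camera (adjusted p 0.27). The lower cholesterol and fatty acid synthesis sets, the lower *Igf1* and the higher *Igfbp1* were not weighed for this question. The mixed picture therefore holds for the sets examined and not for the whole profile. A fasting response and the transgene itself cannot be told apart, because feeding was not recorded for the arrays used here. Litter was not recorded for them either. By the study's definitions hSRY-ON pups were born to *Ddx4-Cre* mothers, where recombination took place whether or not a pup inherited *Ddx4-Cre*. hSRY-OFF mice carry the insertion without recombination. If the array controls meet that definition, they would come from other mothers, and mother and litter would go with the group. For the arrays the study chose hSRY-ON mice without *Ddx4-Cre*, which does not remove a difference between mothers. Litter and mother stay open as untested explanations for every difference between the groups.

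Delayed maturation of the liver was weighed for the fetal liver genes. *Afp* was lower (-1.96) while 5 probes of the set were higher and 3 lower, and the *Afp* call depended on single arrays, so these values leave the explanation open. Sampling at different times of day could change clock genes. *Nr1d1* was higher by 1.33 (adjusted p 0.00559, and 1.03 with the 2 undetected hSRY-OFF arrays at their floor). Of the other tested probes of the 2 clock arms listed for this test none was past the threshold, but that list left out *Per1*, which was higher with both probes (2.17 and 2.10), and the clock set as a whole had 4 probes called higher and 1 lower. Only 1 of 6 probes of the positive arm was tested, so a difference in time of day cannot be told apart from a group difference. The transgene was inserted at the *H11* site, and read-through into its neighbours was examined. The tested probes of *Eif4enif1* and *Drg1* differed by at most 0.31 (adjusted p 0.13) and none was past the threshold. Small rises are not excluded by 3 arrays per group. An effect of the insertion could also be hidden where control pups carry the same insertion without recombination. The study describes hSRY-OFF mice in that way and littermate controls as lacking the insertion, so this stays open.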
